A study of Lachancea waltii with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

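Messenger RNA levels were measured in Kluyveromyces waltii (now Lachancea waltii), a budding yeast grown in rich medium to mid-log phase. Total RNA was labelled with the green dye Cy3 and hybridised together with Cy5-labelled genomic DNA of the same strain on a custom Agilent oligonucleotide array with probes of 55 bases. Genomic DNA served as a common reference. A gene present once in the genome gives each of its probes the same amount of genomic DNA target, so that the ratio of RNA to genomic DNA corrects for how well a probe hybridises and can be compared between genes. There were 4 arrays, which form 1 group of replicates according to the labels. They were numbered 1 to 4 as in the labels, and all 4 lay on 1 slide and were scanned together, so slide and scan could not be tested as batches.

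The deposited scanner files hold, for each spot, the median and mean pixel intensity in each channel and the intensity of the local background, as extracted by the authors with Agilent Feature Extraction. Per the file headers the version was 10.1.1.1, which is not the version named in the methods of the study. The deposited files also hold a log10 ratio of red over green, made by the same software after spatial detrending and a linear and lowess dye normalization. Its sign was turned here to give RNA over genomic DNA. The authors' table of gene values is on a log2 scale and names its rows by numbers that match no probe column. Set against the scanner files, 5179 of its 5193 rows (99.7%) equalled on all 4 arrays, within 1e-05, the log2 of the mean over the probes of a gene of the Cy3 over Cy5 ratio of the median signals, without background subtraction and without spots marked as outliers. The same quantity from background-subtracted signals matched 0 rows, and so did the mean of log2 ratios. The direction of that table is therefore RNA over genomic DNA, its scale is log2 and it is not centred. The medians of its columns were -2.67, -2.44, -2.71 and -2.49 for arrays 1 to 4. It was used only as an alternative, and its rows were not named.

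Levels were computed from the scanner files following the stated methods of the study. For each spot the median local background was subtracted from the median signal in each channel, and the log2 of Cy3 over Cy5 was taken. A probe was left out if its spot was marked as an outlier on any array (254 probes) or lacked a positive subtracted signal in either channel on any array (1 probe). The median over the probes of a gene was taken, the 4 arrays were quantile normalised and the median over genes was subtracted from each array. The result is called the level of a gene relative to the median gene. Of 10386 gene probes, 10131 were used, which gave 5192 of the 5193 genes, 4939 of them with 2 probes and 253 with 1 probe. Each array also carried 536 control spots, among them 77 negative controls, which took no part in the levels.

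Genes above and below the median gene were found with limma version 3.58.1 in R version 4.3.3, with an intercept alone, using its moderated two-sided test against a 2-fold difference (treat, log2 bound of 1) and Benjamini-Hochberg adjustment at 0.05. The bound was used because 4 close replicates would set nearly every gene apart from the median gene. Agreement between arrays was measured by Pearson's r over genes for each of the 6 pairs of arrays before quantile normalization, and the error of a level by the standard deviation (SD) over the 4 arrays. Quantile normalization forces genes of equal rank to equal values, and it gave 1 gene an SD of 0, so the SD printed for a single gene is that of arrays centred on their medians. Because levels are compared between genes, the SD between the probes of a gene was set beside the SD between arrays. The genes named in the text were chosen by a rule. They are the 2 highest and the 2 lowest genes past the 2-fold test with 2 probes, every probe on the same side of the median gene on all 4 arrays and, for the lowest, RNA well above background on every array. To these were added the gene with the widest gap between its probes and the gene with the largest SD between arrays, among genes well above background in both channels on all arrays. The files pair the gene identifiers with no gene names, and no genome or annotation was used here, so genes are given by identifier without coordinates, and the planned tests of functional gene sets were not run.

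The steps from spot signals to calls were tested on simulated arrays built on the 5192 genes, with 200 genes placed 1.5, 2 or 3 (log2) from the median gene and the others within 0.8 of it. All of the 200 genes were recovered (100%), 0 in the wrong direction, and 0 of the other 4992 genes were called. The largest error of a simulated level among the 200 genes was 0.30 on the log2 scale. These sizes lie well away from the bound of 1, so that a further simulation, added after the data were seen, placed 200 genes at each of 5 levels near it. Of these, 0% were called at 0.9, 14.5% at 1.1, 70.5% at 1.2, 93.5% at 1.3 and 97% at 1.4. In both simulations the probes of a gene had the same true level, and noise was independent between probes and between arrays. Disagreement between probes and array differences shared by both probes were therefore left out. The rates and the largest error may thus be too favourable for the real arrays.

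Signals set how well low levels could be measured. The median RNA signal of gene probes, after background subtraction, was 38.2 to 46.5 times the median signal of the negative controls after the same subtraction, depending on the array. RNA was well above background, by the flag of the scanner software, for 98.3% to 99.4% of gene probes and genomic DNA for 99.98%. The negative controls themselves read 58 to 67 units in the RNA channel where the local background was 29.5 to 32 units, so local subtraction left a remainder of about the same size as the background. The number of arrays limits the precision of a mean over arrays, and the disagreement between the probes of a gene is a separate error, given with the results.

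The test, its bound, the rule for named genes and the following alternatives were fixed before the data were examined: normexp background correction with an offset of 50 fitted on all spots, no background subtraction, mean signals, the log ratio of the scanner software, loess within each array after normexp, median centring in place of quantile normalization, a filter on dim probes, a filter on saturated probes, the mean over probes, genes with 2 probes only, the RNA signal alone, the authors' table, leaving out each array in turn, a test against 0, a test against a 4-fold difference, and a rule that each probe of a gene passes the 2-fold test alone. Added after the data were seen were subtraction of the negative control signal, removal of the part of the genomic DNA signal that rises with RNA, keeping spots marked as outliers, normexp fitted on gene probes alone, loess after that fit, and averaging arrays 1 and 3 and arrays 2 and 4 before the test. The normexp fit on gene probes alone was the one run first, and it was replaced by the fit on all spots because that is how the alternative had been laid down. Robust slopes were fitted with MASS version 7.3.60.0.1, tables were read with data.table version 1.17.8 and pandas version 2.3.3 under Python version 3.11.15, and figures were drawn with matplotlib version 3.10.9.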

Results

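Absolute mRNA abundance was measured in mid-log cultures of K. waltii by hybridising total RNA against genomic DNA, which lets the expression of different genes of 1 species be ranked. The data consist of 4 replicate two-colour arrays, each with 10922 spots, of which 10386 were probes for 5193 genes, 2 per gene. After background subtraction the median RNA signal of gene probes was 1191 units on array 1, 1713.5 on array 2, 1300.2 on array 3 and 1580 on array 4. The median genomic DNA signal ranged from 7917 to 9640 units. Between 35 and 101 gene probes per array were marked as outliers by the scanner software, and 0 spots were saturated.

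Replicate arrays were close to one another. Pearson's r over genes, which are not independent replicates, was 0.991 in the lowest of the 6 pairs (arrays 2 and 3) and 0.996 in the highest (arrays 2 and 4). The SD of a gene's level over the 4 arrays had a median over genes of 0.0995 on the log2 scale, and 95% of genes had an SD below 0.260. The log ratios of the scanner software moved both measures most, to a lowest r of 0.986 and, together with a narrower range of levels, a median SD of 0.0667. The 6 pairs did not differ equally. To separate differences in target from spot noise, the part of each difference that was shared by the 2 probes of a gene was computed over 3270 genes whose probes have no stretch in common. This shared part had an SD of 0.0745 between arrays 1 and 3 and 0.0690 between arrays 2 and 4, and of 0.165 to 0.180 in the other 4 pairs.

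**Figure D1:**
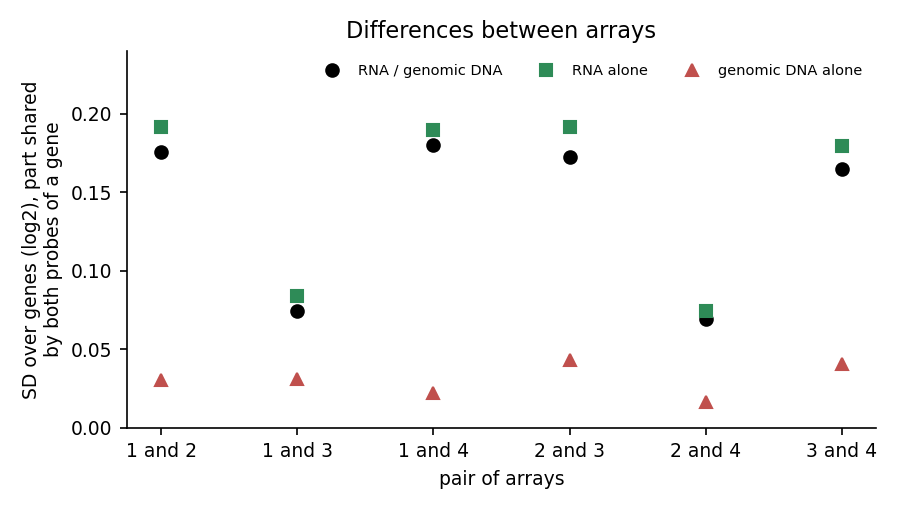
SD over 3270 genes (log2) of the difference between 2 arrays, taking only the part shared by both probes of a gene, for each of the 6 pairs of arrays, with 1 point each for the ratio, RNA alone and genomic DNA alone. In the ratio, arrays 1 and 3 and arrays 2 and 4 lie at 0.0745 or below and all other pairs at 0.165 or above, while genomic DNA lies at 0.0435 or below in all 6 pairs.

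Levels spanned a wide range. The 5th and 95th percentiles over genes lay at -3.12 and 2.93 on the log2 scale relative to the median gene, a range of 6.04 that corresponds to 65.9-fold. This range was narrowest, at 3.49, in the log ratios of the scanner software. With limma's test against a 2-fold difference, 1201 of 5192 genes (23.1%) lay above the median gene and 1091 (21.0%) below it, at an adjusted p of 0.05. Of the remaining 2900 genes, 2597 had a mean within 2-fold of the median gene, and 303 had a mean beyond 2-fold that did not pass the test with 4 arrays. The choice of bound moved these counts most. A test against 0 placed 2404 genes above and 2427 below, and a bound of 4-fold placed 500 above and 429 below. Leaving out any array gave 1175 to 1198 genes above and 1042 to 1069 below. Of the tested genes, 10 had RNA that was not well above background with any probe on any array. Of these, 7 were among the genes below the median gene, and the levels of these genes are not reliable values.

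**Figure D2:**
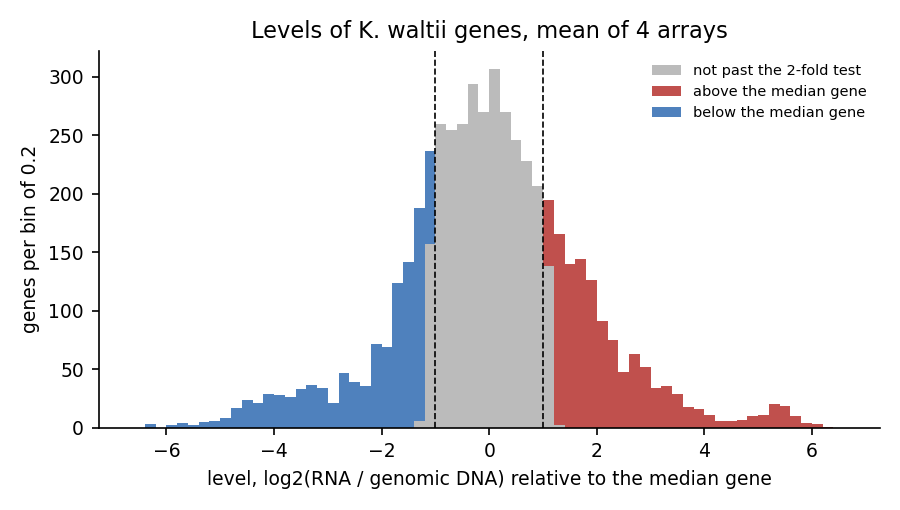
Number of genes per bin of 0.2 against the level of each gene, the log2 ratio of RNA to genomic DNA relative to the median gene, as a mean of 4 arrays, with dashed lines at a 2-fold difference. The 1201 genes above and 1091 genes below the median gene by limma's test lie outside these lines.

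The highest level that met the rule for named genes belonged to Kwal_23.4381, at 6.24 ± 0.16 (SD, n = 4), or 75.8-fold above the median gene (limma, adjusted p = 5.69e-11). That p was computed on quantile normalised arrays, where Kwal_23.4381 was the gene with an SD of 0. With median centring in place of quantile normalization its adjusted p was 2.86e-11 (limma). A probe of this gene has the sequence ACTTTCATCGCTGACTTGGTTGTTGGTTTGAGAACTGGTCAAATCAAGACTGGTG. The next was Kwal_56.23626, at 6.16 ± 0.12 (SD, n = 4; limma, adjusted p = 5.69e-11), with the probe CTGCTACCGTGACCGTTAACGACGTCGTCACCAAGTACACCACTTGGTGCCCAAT. With arrays centred on their medians and not quantile normalised, Kwal_23.4381 was higher than Kwal_56.23626 on 4 of 4 arrays, by 0.07 ± 0.06 (SD, n = 4). An exact two-sided permutation test of the signs of the 4 differences gave p = 0.125, the smallest p that 4 arrays allow, so the order of the 2 genes was not established. With RNA alone the order was reversed, with Kwal_56.23626 at 7.86 and Kwal_23.4381 at 7.21, and the genomic DNA signals of these genes were 3.18-fold and 1.92-fold above the median probe. Both levels depended on the normalization. After loess within each array, a method made for 2 like samples, Kwal_23.4381 was at 0.89 and Kwal_56.23626 at -0.32, and neither passed the 2-fold test. With loess after a normexp fit on gene probes alone, chosen after the data were seen, Kwal_56.23626 was at 0.20 and did not pass either. In the log ratios of the scanner software Kwal_56.23626 stood at 1.15 (limma, adjusted p = 0.549), and over all alternatives its adjusted p from limma ranged from 8.28e-12 to 1.

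The lowest level that met the rule for named genes belonged to Kwal_55.22265, at -6.26 ± 0.21 (SD, n = 4; limma, adjusted p = 6.04e-11), with the probe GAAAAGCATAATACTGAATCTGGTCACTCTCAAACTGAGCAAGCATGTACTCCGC. Under the same rule it was followed by Kwal_31.12910, at -5.82 ± 0.16 (SD, n = 4; limma, adjusted p = 8.07e-11), with the probe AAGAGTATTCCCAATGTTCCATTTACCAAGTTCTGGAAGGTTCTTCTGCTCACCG. The lowest level of all tested genes, -6.34, was left out by the rule because RNA was not well above background for each probe on every array. The genomic DNA signal of Kwal_55.22265 and Kwal_31.12910 was 6.03-fold and 4.05-fold above the median probe, and each probe sequence of Kwal_31.12910 was also assigned to other genes, 6 genes in all. With RNA alone their levels were -3.63 and -3.82. Their probes had RNA signals of 95.2 to 128.5 units, where the negative controls read 27.5 to 37 units after the same subtraction. With the negative controls subtracted in place of the local background, chosen after the data were seen, Kwal_55.22265 was at -6.68 and Kwal_31.12910 at -6.41. Over all alternatives Kwal_55.22265 ranged from -7.55 to -3.63 and Kwal_31.12910 from -7.04 to -3.82. In each of these 4 genes the probes overlapped by 53 or 54 of 55 bases, so that their agreement is not a test on separate sequences.

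Kwal_27.11204 had the largest SD between arrays among genes well above background. Its level was -4.08 ± 1.11 (SD, n = 4; limma, adjusted p = 3.34e-05). With arrays centred on their medians and not quantile normalised, it stood at -5.08 and -5.02 on arrays 1 and 3 and at -2.92 and -3.42 on arrays 2 and 4. When arrays 1 and 3 and arrays 2 and 4 were averaged, a setting chosen after the data were seen, its adjusted p was 0.00346 (limma). Its genomic DNA signal was 5.25-fold above the median probe, and with RNA alone the level was -1.68 and no longer passed the test (limma, adjusted p = 0.0837, the highest over its alternatives, of which the lowest was 2.74e-11). The widest gap between probes, 4.29 on the log2 scale, was found in Kwal_47.17596. Its first probe, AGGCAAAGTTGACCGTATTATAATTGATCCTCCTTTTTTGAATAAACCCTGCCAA, read 2.26 ± 0.06 (SD, n = 4) and its other probe, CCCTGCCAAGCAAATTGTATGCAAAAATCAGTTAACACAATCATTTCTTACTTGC, read -2.04 ± 0.18 (SD, n = 4). The level of 0.11 given to this gene was close to neither.

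Because levels are compared between genes, the disagreement between the probes of a gene was set beside the error between arrays. Over 4939 genes with 2 probes, the SD between probe means had a median of 0.165, which was 1.68 times the median SD between arrays of the same genes, 0.0983. The ratio is only a rough guide. Medians of SDs over 2 probes and over 4 arrays fall short of the true SD by unlike amounts. Also, the first SD is of means over arrays and the second of single arrays. Loess after a normexp fit on gene probes alone moved the probe SD most, to 0.484, and loess after normexp fitted on all spots moved it to 0.408. The probes of a gene differed by more than 2-fold in 190 genes (3.85%). Levels from the first and the other probe correlated over genes at r = 0.967, RNA signals alone at 0.960 and genomic DNA signals at 0.730. When each probe was fitted alone, 1005 genes had both probes above the median gene and 835 had both below, all of them among the genes found with both probes combined, and 3 genes had probes past the test on opposite sides.

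The probes of a gene were often not separate sequences. They overlapped by 50 or more of 55 bases in 664 of the tested genes and by fewer bases, at least 5, in 1085, and had no stretch in common in 3443. The median SD between probes was 0.0597 in the first set, 0.143 in the next and 0.218 in the last, against an SD between arrays of 0.108, 0.100 and 0.0963. For probes of separate sequence the median SD between probes was therefore 2.27 times that between arrays, with the same limits on the ratio. More than 2-fold differences between probes occurred in 5.29% of genes with separate probes and in 0.157% of genes with nearly identical probes.

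**Figure D3:**
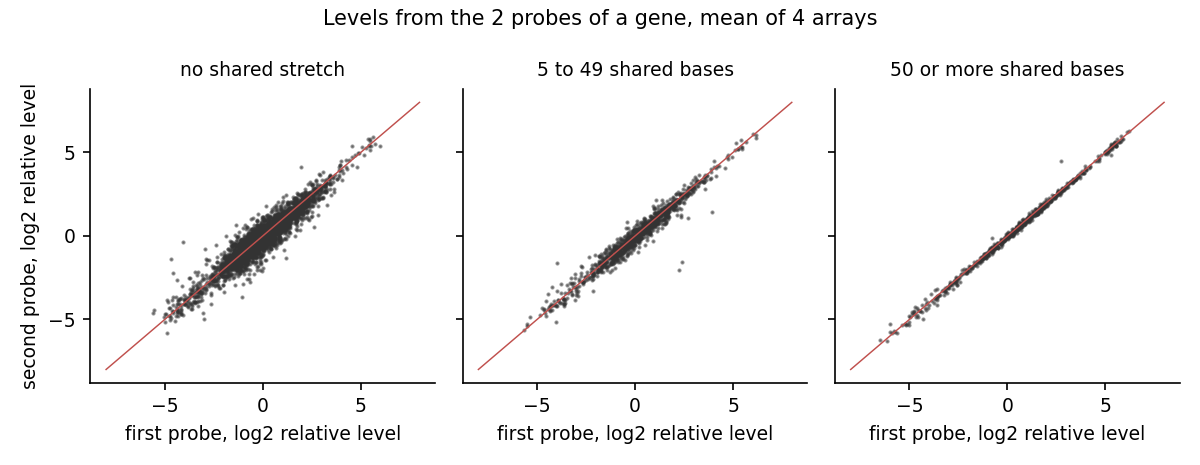
Level from the first probe of a gene against level from the other probe (log2 relative to the median gene, mean of 4 arrays), 1 point per gene, for genes whose probes share no stretch (left), 5 to 49 bases (middle) or 50 or more of 55 bases (right), with a red line at equal levels. The median SD between probes is 0.218 on the left and 0.0597 on the right.

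Dividing by genomic DNA changed levels for a minority of genes. RNA alone gave 1225 genes above and 1014 below the median gene, of which 1049 and 853 were also found with the ratio, and the 2 sets of levels correlated at r = 0.938 over genes. The level moved by more than 2-fold in 303 genes, downward on division by genomic DNA in 259 and upward in 44. With RNA alone the SD between probes was 0.220, against 0.165 for the ratio.

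The genomic DNA signal was not independent of the RNA signal. It had a median of 13.05 (log2) in the probes between the 25th and 50th percentiles of RNA signal and of 14.47 in the brightest 0.5% of probes, 51 probes, all of which lay above the median genomic DNA signal. Over probes with an RNA signal above 10000 units, genomic DNA signal rose with RNA signal by 0.0635 ± 0.0019 units per unit (SD over 4 arrays).

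**Figure D4:**
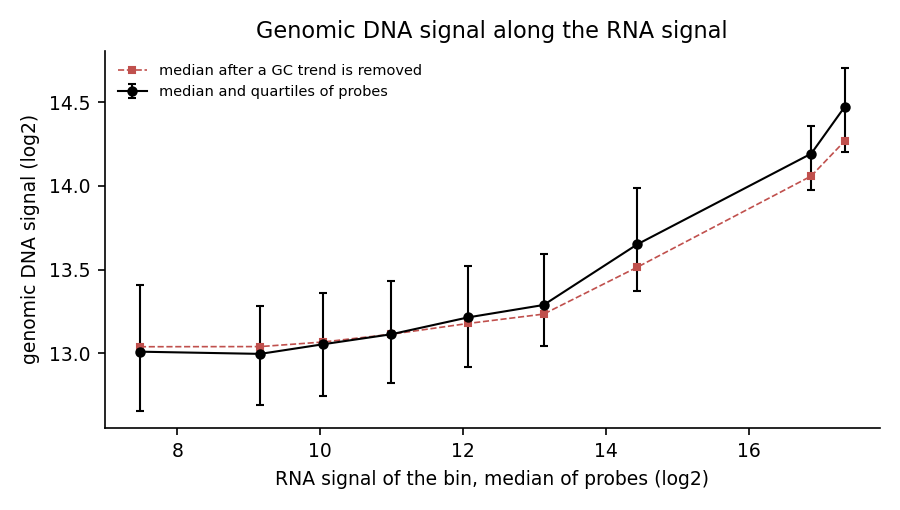
Genomic DNA signal (log2) against RNA signal (log2) in 9 bins of probes ordered by RNA signal, mean of 4 arrays, with points for medians, bars for quartiles and squares for medians after a trend with GC content was removed. The median rises from 13.05 in the third bin to 14.47 in the last.

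The genomic DNA signal was also higher where more than 1 gene held a probe sequence. On the array, 51 sequences occurred in more than 1 gene, on 128 probes. Relative to the median probe, the genomic DNA signal had a median of -0.01 (log2) in the 10258 probes of 1 gene only, 1.08 in the 74 probes shared by 2 genes and 1.95 in the 24 probes shared by 3 genes. In the 30 probes shared by 4, 5 or 6 genes it was 1.98, 1.84 and 1.58. Each of these medians rests on only 2 distinct sequences, too few to show a trend beyond 3 genes.

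**Figure D5:**
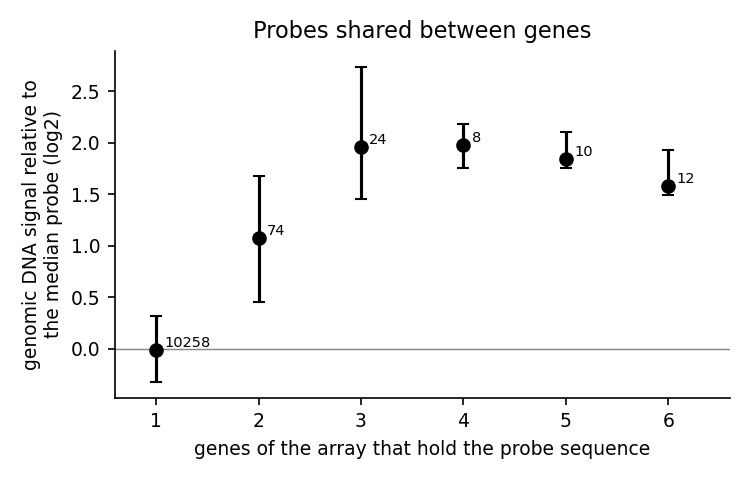
Genomic DNA signal relative to the median probe (log2, mean of 4 arrays) against the number of genes of the array that hold the probe sequence, with points for medians over probes, bars for quartiles and numbers for the count of probes. The median is -0.01 for sequences of 1 gene and 1.08 for sequences of 2 genes.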

Values the study reported

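The study reported that most biological replicates of its expression arrays correlated at R = 0.99, and that replicates with R below 0.95 were left out. Its custom arrays carried 2 probes per target gene. The study named version 10.5.1.1 of the Agilent software for reading the arrays.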

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

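The tests on control probes were chosen after those signals were seen, and the tests on array 3 were written before their own results but after its disagreement between probes had been found. No biological explanation was tested, because the design has 1 group.

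Array 3 stood apart in the disagreement between the probes of a gene. The median SD between probes was 0.205 on array 3 and 0.179 to 0.182 on the others, a gap of 0.851 of the whole range, which is above Dixon's limit for 4 arrays. Chance gives such a gap in about 1 of 20 measures, and this was the only one of 27 measures compared in this way to pass the limit. Dim RNA signals are argued against as the whole cause, because among probes with RNA signals above 1000 units array 3 was still 1.16 times the mean of the other arrays. The genomic DNA channel is argued against as well, because there array 3 departed from the other arrays by 1.06 times as much as they did on average, and array 2 departed by more. In the RNA channel array 3 departed by 1.26 times the mean of the others. A trend over rows and columns of the array is a candidate explanation. When it was removed from every array, array 3 fell from 1.13 to 1.04 times the mean of the others, with an SD between probes of 0.182 against 0.174 to 0.176. Leaving out array 3 gave an SD between probe means of 0.165, below the 0.168 to 0.171 found when another array was left out.

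Control probes for adenovirus sequence, which belong to the array format and not to the yeast, gave signals above the negative controls. Of 10 such probes, 4 exceeded 1.5 times the median negative control in the RNA channel on every array, and the brightest reached 2.96 ± 0.51 times (SD over 4 arrays). These probes are meant for spike-in RNA. The correlation of their ratios with the expected ratios, given in the file headers, was at most 0.122 over the 4 arrays, but a spike-in in 1 dye alone could give that value too, so spike-in RNA cannot be told apart from its absence here. In the genomic DNA channel the brightest of these probes in RNA reached 4.75 times the negative controls, but the other 3 of the 4 probes reached only 1.32, 1.33 and 1.48 times, with 2.64, 1.98 and 2.23 times in the RNA channel. These ratios are of signals without background subtraction, and most of the negative control signal in the genomic DNA channel is local background, so their size is set in part by the background. After subtraction that brightest probe read 130.0 to 212.5 units in the RNA channel, where the negative controls read 27.5 to 37 units, and 230.25 to 350.5 units in the genomic DNA channel, where they read 7.5 to 15.5 units. Hybridisation of yeast sequences may account for the signal of the brightest probe in both channels, and material added to both dyes cannot be told apart from it, since no array without yeast target was analysed here.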

How the results depend on the processing

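Of the tests given here, those with the negative controls subtracted, with the RNA-related part of the genomic DNA signal removed, with outlier spots kept, with arrays 1 and 3 and arrays 2 and 4 averaged, and with normexp fitted on gene probes alone, with and without loess, were chosen after the data were seen, and so was the comparison of the ends of the range. The number of genes above the median gene stayed within 1.5 times its value of 1201 in 19 of 23 alternatives, and the number below within 1.5 times 1091 in 20 of 23. These counts, and those of named genes, leave out 2 further alternatives that could not move any value: the filter on saturated probes removed none, and the mean over 2 probes equals their median. The levels of Kwal_55.22265, Kwal_31.12910 and Kwal_47.17596 kept their side of the test in all 21 alternatives that give them.

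A test against 0 gave 2404 genes above and 2427 below, which included all genes found against a 2-fold bound, and a 4-fold bound gave 500 and 429, all among the main calls. These follow from the bound itself. In the log ratios of the scanner software 541 genes lay above and 699 below, of which 486 and 569 were among the main calls. The lowest correlation between arrays was then 0.986, the median SD between arrays 0.0667, the SD between probes 0.257 and the range from the 5th to the 95th percentile 3.49, and the cause was not tested. After loess within each array, 521 genes lay above and 844 below, 423 and 487 of them among the main calls. The SD between probes was then 0.408 and the range 3.96. Loess leaves no trend of the ratio with signal, by its construction, and so removes part of the difference between high and low genes. Kwal_56.23626 was at -0.32 after loess, a reversed sign that did not pass the test, and at 1.15 in the log ratios of the scanner software. Kwal_23.4381 was at 0.89 after loess and did not pass the test there, and it passed in the other 20 alternatives.

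Normexp with an offset of 50, fitted on all spots, gave 1228 genes above and 1179 below, with 1133 and 1011 among the main calls, but moved the SD between probes to 0.224 and the range to 5.78. It fitted a background of 4601 to 5513 units in the genomic DNA channel, where the local background was 55 to 60 units, so it took part of the genomic DNA signal for background. Fitted on gene probes alone, it gave 1284 and 1301 genes, 1026 and 966 of them among the main calls, an SD between arrays of 0.113, an SD between probes of 0.360 and a range of 5.90. Loess after that fit gave 1058 and 1193 genes, of which only 687 and 788 were among the main calls, so the counts alone hide the change. The lowest correlation was then 0.988, the SD between arrays 0.130, the SD between probes 0.484, the range 5.50 and the level of Kwal_56.23626 0.20, which did not pass the test.

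With RNA alone the lowest correlation was 0.988, the SD between arrays 0.126, the SD between probes 0.220 and the range 6.19. The cause of these changes was not tested. Kwal_27.11204 was at -1.68 and lost its call there, and it kept its call in the other 20 alternatives. This follows from leaving out the division, since its genomic DNA signal was 5.25-fold above the median probe.

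The range of levels also moved by more than its spread of 0.0951 between arrays in other settings. It was 5.77 without background subtraction, 5.76 in the authors' values, which were not subtracted either, and 5.66 with dim probes left out, which leaves 5134 genes. It was 6.39 with the negative controls subtracted. The 5th percentile moved by 0.24 without subtraction, 0.25 in the authors' values, 0.37 with dim probes left out and -0.31 with the negative controls subtracted, and the 95th percentile by -0.03, -0.03, -0.01 and 0.04. That these settings act on the low end follows from their construction, and only the sizes are measured. Removing the RNA-related part of the genomic DNA signal, with a range of 6.16, acted on the high end, moving the 95th percentile by 0.11 and the 5th by -0.01. The authors' values gave 1196 genes above and 1056 below. They gave no probe disagreement, since they are not given per probe. Levels of named genes were not taken from them, since their rows were not named here.

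Leaving out each array gave 1175 to 1198 genes above, 1042 to 1069 below, a lowest correlation of 0.991 to 0.992, a median SD between arrays of 0.0889 to 0.0971, an SD between probes of 0.165 to 0.171 and a range of 6.02 to 6.07. No call of a named gene changed in these. Averaging arrays 1 and 3 and arrays 2 and 4 into 2 replicates gave 1159 genes above and 1037 below, 1159 and 1035 of them among the main calls. Requiring each probe to pass alone gave 1005 and 835. Gene set levels were not run. No paired analysis was possible because there is 1 group.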

Other observations

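The tests of the pairing of arrays in the genomic DNA channel and of repeated RNA, of saturation and of multi-copy genes, of shared probe sequences and of nearly identical probes were chosen after those results were seen. The tests that removed trends with intensity, position or GC content, the tests on adjacent identifiers, on the change between arrays and on the separate group of highest genes were written before their results. No biological explanation was tested, because the design has 1 group.

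Arrays 1 and 3 resembled each other, and so did arrays 2 and 4, by more than the other pairs did. The reference channel is argued against as the origin, because the largest SD shared by both probes in the genomic DNA channel was 0.0435 over the 6 pairs, while the ratio differed by 0.165 or more across the 2 pairs. A trend with intensity is argued against, since the SD across pairs was still 2.50 times that within pairs after it was removed. Spot position is argued against in the same way, with 2.35 times. The labels number each RNA separately, and the study describes its RNA samples as biological replicates. Batches of culture, extraction or labelling were not tested. What also stays open is whether the arrays of a pair carried the same RNA. They differed by 0.0690 and 0.0745, more than the 0.0166 to 0.0435 of the genomic DNA channel, but labelling 1 RNA again may add as much, so replicate cultures cannot be told apart from repeated use of 1 RNA extract: no pair known to share an RNA was at hand for comparison. The gene with the largest SD between arrays, Kwal_27.11204, also followed these pairs.

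Genomic DNA signal rose with RNA signal at the bright end. Saturation is argued against, since 0 spots were saturated. GC content is argued against as the whole cause, because 1.14 of a rise of 1.35 (log2) in the brightest 0.5% of probes remained after a GC trend was removed. A few multi-copy genes are argued against, because 100% of these probes lay above the median genomic DNA signal and all of them had sequences of 1 gene only. A candidate explanation is signal carried by RNA or its dye into the genomic DNA channel. The slope of 0.0635 would then cap the level at 6.59, and the highest gene was at 6.24. A test of whether genomic DNA signal followed RNA between arrays gave a slope of 0.213 with a 95% bootstrap interval of -0.41 to 1.32 over 103 genes, too wide to decide, so this cannot be told apart from a fixed property of these genes. Removing the RNA-related part raised Kwal_23.4381 to 8.53 and Kwal_56.23626 to 8.14. A rise follows from construction, since the slope was fitted on bright probes that include theirs. Both values exceed the levels with RNA alone, 7.21 and 7.86, so the genomic DNA signal left was below that of the median probe. The removal may therefore have taken too much. The highest levels may be understated by the reference channel, but these values do not show by how much.

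In 199 genes both probes had a genomic DNA signal more than 2-fold above the median probe, and 22 genes had both more than 2-fold below. GC content is argued against, since 169 of the 199 stayed above the bound after a GC trend was removed. Signal carried by RNA is argued against as the cause for most, since 171 stayed above it when the RNA-related part was removed. Sequence present in several copies is a candidate explanation, as probes whose sequence is shared by 2 genes had a median genomic DNA signal of 1.08 (log2). The median was 1.95 for 3 genes and 1.98 for 4. It was 1.84 for 5 genes and 1.58 for 6. The medians for 4, 5 and 6 genes rest on only 2 distinct sequences each, so no trend beyond 3 genes can be read from them. Of the 199 genes, 24.6% shared a probe sequence with another gene of the array, against 0.581% of other genes, and for the rest no second copy was shown. They clustered by identifier. There were 82 pairs of adjacent identifiers among them, against a mean of 7.50 and a highest value of 18 in 1000 random sets of the same size, and 41.2% had an identifier prefix held by at most 12 genes, against 2.70% of all genes. What the numbers in the identifiers stand for is not given in the sources used here. Of these genes 82 were below the median gene and 39 above, and with RNA alone 34 were below, so where a sequence is repeated a low ratio may reflect the number of copies. Of the 2 lowest named genes and the most variable gene, all with high genomic DNA signal, only Kwal_31.12910 has a probe sequence shared with other genes, and for Kwal_55.22265 and Kwal_27.11204 no repeat was shown.

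Levels of genes with adjacent identifiers were weakly correlated. Over 5138 adjacent pairs the correlation of levels was r = 0.131 (Spearman's rho = 0.111), and the highest of 10000 permutations of gene order gave 0.0533 (p = 1e-04, the smallest these permutations can give, and 1e-04 after adjustment over 4 tests). Genes are not independent replicates. Repeated sequence is argued against as the whole cause, since r was 0.0899 without genes of high genomic DNA signal or shared probe sequence (highest permuted value 0.0641). GC content is argued against, with r = 0.129 after its trend was removed, and spot position too, since spots of adjacent identifiers lay a median of 58.6 grid units apart, and random spots 57.1. The correlation was 0.101 at a step of 2, 0.0218 at a step of 5, 0.0380 at a step of 10 and 0.0016 at a step of 50. Whether a few runs of low genes carry most of the correlation was not tested. If identifiers follow position in the genome, which is not known here, neighbouring genes may share expression levels over a short range, as a hypothesis.

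Nearly identical probes went with high levels. Among genes whose probes overlap by 50 or more bases, 39.0% were above the median gene and 22.7% below, against 19.1% and 20.3% of genes with separate probes. Repeated sequence is argued against for the excess above, since 41.1% were above when genes of high genomic DNA signal or shared sequence were left out, against 19.4% with separate probes. For the small excess below this cannot be decided. With those genes left out 19.4% were below, against 19.7% with separate probes. A high genomic DNA signal lowers the ratio whether or not the sequence is repeated. Leaving such genes out therefore lowers this share by construction. Whether short genes, which leave little room for separate probes, are involved was not tested, because gene lengths were not analysed here.

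A small set of genes stood apart at the top. The number of genes per bin of 0.4 fell to 12 at levels of 4.2 to 4.6 and rose again to 31 at 5 to 5.4, and 91 genes lay beyond the middle of the valley. Compression by signal carried into the genomic DNA channel is argued against as the origin of this peak, because RNA alone showed it more sharply, with 15.3 times as many genes in the peak bin as in the valley bin, and 80 of its 84 genes beyond the valley were among the 91. Nearly identical probes were found in 58.2% of the 91. The set may be a class of genes expressed at a common high level, which names for the identifiers would allow to be tested.

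The correlations between arrays were 0.991 to 0.992 in the 4 pairs other than arrays 1 and 3 and arrays 2 and 4, which is close to the value quoted from the study above for biological replicates. The 2 closer pairs, at 0.996 each, are left out of that comparison because it is open whether they share an RNA. The authors' gene values were not background-subtracted, although the methods describe subtraction, and the effect on the number of genes above and below the median gene was small, as given with the alternatives.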
